A study of Homo sapiens with 2 samples.

How the data were processed

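RNA of the human B-lymphoblastoid cell line GM12878 was read by Oxford Nanopore direct RNA sequencing, in which native RNA strands pass through a pore from the 3′ end and no PCR copies are made. Both libraries belong to 1 group and are replicates 1 and 2, as their titles say; the labels give no treatment, no second cell line and no batch. Per the labels' protocols, total RNA was extracted with a column kit, depleted RNA was the input of the direct RNA kit, and a reverse transcription step was used against secondary structure.

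The authors deposited 1 table of raw read counts, with a row per transcript model and a column of counts per replicate. The counts are whole numbers with no normalization. The name of the table shows that the authors' program was TALON, which assigns each long read to an annotated or a new transcript model; the aligner, genome build, annotation release, read filters and versions are not stated in the labels. Each row also carries the number of exons and the number of bases of its model, which the authors deposited as other, non-measured properties of the model. Models with a single read were in the table in the known, ISM, NIC and NNC categories, so no minimum read number was apparent for them. The versioned identifier, the length and the exon number of all 23533 models marked as known matched GENCODE release 29, and all 16645 annotated gene identifiers were found there. Gene positions, gene types and exon structures were therefore taken from GENCODE release 29, whose coordinates are those of GRCh38; the table itself holds no coordinates. All columns of read counts were matched to a sample by title.

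Categories are those given in the table. A known model matches an annotated transcript. An incomplete splice match (ISM) has a run of the splice junctions of an annotated transcript; its subtype is suffix when it keeps the 3′ end and prefix when it keeps the 5′ end. NIC models combine annotated splice sites in an unannotated way, and NNC models have at least 1 unannotated splice site. In TALON's usage, a genomic model overlaps a gene without matching its splicing. Antisense and intergenic models lie on the opposite strand of a gene or outside genes. Genomic models are mostly single intervals, and 510 of the 22904 were listed at 1 base, so their lengths were not used in a test.

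With 1 group, no test between conditions was possible. Every test here compares the reads of the 2 libraries and says nothing about conditions. Shares of reads are given per library with Wilson 95% intervals and as mean ± SD over the 2 libraries; these intervals, and the limit of 3 reads that a count of 0 allows, cover counting error only. Replicate 1 held 1360368 reads and replicate 2 held 1510998, so 1 read was worth 0.735 and 0.662 CPM (read counts scaled to a common library total in the usual way), and 3 reads corresponded to 2.21 and 1.99 CPM. Gene counts are the sums over all models of an annotated gene. Agreement across genes and across known transcript models was measured as Pearson's r of log2(CPM + 1) and Spearman's rho over features with a read in either library, with intervals from 1000 bootstraps over features. Differences between the libraries were tested per gene with a two-sided exact binomial test against the library totals, over genes with at least 10 reads in the 2 libraries together, with Benjamini-Hochberg adjustment and a threshold of 0.05. Log2 ratios of replicate 2 to replicate 1 were computed after adding 0.5 reads to each count. The common biological coefficient of variation came from edgeR with TMM normalization and an intercept-only design. Isoform usage was tested per gene on known models with at least 10 reads, with Fisher's exact test for 2 models and 10000 permutations of the reads for more models. P-values of rank correlations across genes came from 100000 permutations. In the isoform tests, only genes with 2 models can reach very small p-values. The 83 ribosomal protein genes are protein-coding genes with a ribosomal protein symbol. The plan named RPL and RPS genes; this narrower definition was set after the share of all symbols that begin with RPL or RPS, pseudogenes included, had been seen, and the wider one is given as an alternative chosen after seeing the data. For the relation with length, the length of a gene was the read-weighted length of its known models, and genes needed 20 reads in known and ISM models.

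The genes named in the text were chosen by a rule fixed before the data were examined. It took the 10 annotated genes with the highest mean CPM, a list of 10 cell identity genes and 5 genes of other lineages. The identity list holds genes of B cells and XIST, a lincRNA. Among genes past the threshold with at least 100 reads, it took the 3 largest positive and the 3 largest negative log2 ratios. The 3 NIC and the 3 NNC models with the highest minimum count, and the 3 genes with the smallest p for isoform usage, completed it. Of the genes this rule selects, 2 are not reported here. Other genes are named as chosen after their values were seen.

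The tests were checked on simulated data. With 200 of the genes changed 4-fold in Poisson counts drawn at the real depths, the binomial test on 10320 genes called 139 of them, all in the right direction, and 7 unchanged genes. With usage altered in 200 of 1351 genes, the usage test called 140 of them and 7 unaltered genes. Both simulations held counting error only. The real gene counts varied by more than that, so these numbers of false calls need not hold for them. For simulated coefficients of variation of 0, 0.1 and 0.2, edgeR gave 0.000263, 0.0982 and 0.201 on 10334, 10363 and 10323 genes. Spearman's rho was -0.0168 when simulated shares did not depend on length and 0.974 when they rose with it, over 1351 genes. This simulation used the plain mean length of the known models. It therefore cannot show a bias from weighting the length by reads. Alternatives were other minimum counts, pseudocounts, library scalings (TMM, DESeq2 size factors), subsets of models, thinning of the deeper library and leaving out each replicate. Versions were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0.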

Results

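Direct RNA sequencing of GM12878, a B-lymphoblastoid cell line transformed with Epstein-Barr virus, was carried out in 2 replicate libraries, which form 1 group. The series addressed how well a long-read pipeline discovers and quantifies transcripts, and the design allows a comparison of the 2 replicates with each other. Replicate 1 comprised 1360368 reads assigned to 152141 transcript models, and replicate 2 comprised 1510998 reads assigned to 155887 models. Of the 237608 models in the combined table, 144966 (61.0%) rested on a single read. Reads in annotated genes made up 98.9% of each library. Protein-coding genes received 91.5% of the reads of replicate 1 and 90.4% of those of replicate 2.

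To determine how completely the reads matched the annotation, the reads were divided by the novelty category of their transcript model. Known models received 55.9% of the reads of replicate 1 (95% Wilson interval 55.8 to 56.0%) and 45.9% of those of replicate 2 (45.8 to 45.9%), a mean of 50.9% ± 7.10 (SD, n = 2). Incomplete splice matches (ISM), which carry only a run of the junctions of an annotated transcript, received 23.8% of the reads in replicate 1 and 31.9% in replicate 2, a mean of 27.9% ± 5.74 (SD, n = 2). Genomic models, which overlap a gene without matching its splicing, received 11.0% and 15.3%, a mean of 13.2% ± 3.04 (SD, n = 2). Models with an unannotated combination of annotated splice sites (NIC) received 4.12% and 2.89%, with a mean of 3.50% ± 0.871 (SD, n = 2). Models with at least 1 unannotated splice site (NNC) received 4.39% and 3.13%, with a mean of 3.76% ± 0.889 (SD, n = 2). Antisense models took 0.480% and 0.534% and intergenic models 0.268% and 0.330%. The category composition differed between the libraries by far more than counting error (chi-square of 47267 on 6 degrees of freedom, with a p-value too small to be represented, Cramér's V of 0.128). From replicate 1 to replicate 2 the known share fell by 10.04 percentage points, while the ISM share rose by 8.12 and the genomic share by 4.29 percentage points. The largest shift of the mean known share among the alternatives came from leaving genomic models out of the total, which raised it to 58.5%, and the difference between the replicates was then -8.66 percentage points. Among models with 2 or more exons the difference in the genomic share had the opposite sign, at -0.01 percentage points.

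**Figure D1:**
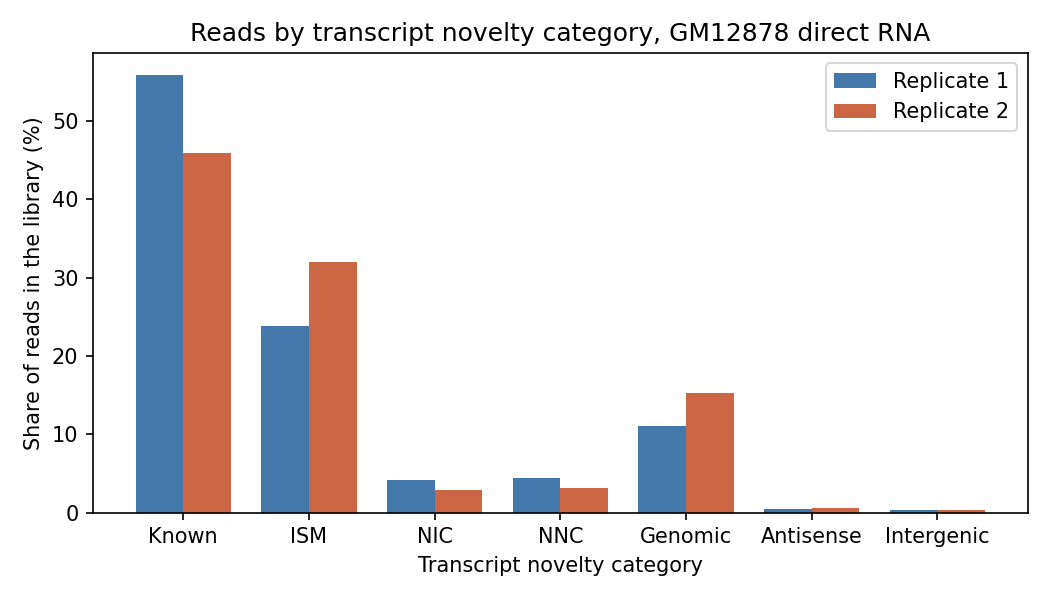
Share of the reads of each library (%, vertical axis) in each transcript novelty category (horizontal axis), with 1 bar per replicate and no error bars, since the 95% intervals are narrower than 0.2 percentage points. Known models took 55.9% of the reads of replicate 1 and 45.9% of those of replicate 2, and ISM and genomic models took more in replicate 2.

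Direct RNA reads begin at the 3′ end, and the subtype of the ISM models records which end was retained. Suffix models, which keep the 3′ end, held 68.3% of the ISM reads of replicate 1 and 68.0% of those of replicate 2, a mean of 68.1% ± 0.236 (SD, n = 2). Prefix models, which keep the 5′ end, held 5.83% and 4.24%, a mean of 5.03% ± 1.12 (SD, n = 2). ISM reads of both subtypes at once made up 10.2% in each library, and ISM reads of neither subtype made up 15.6% and 17.6%. Expressed over all reads, suffix models rose from 16.3% (16.2 to 16.3%) to 21.7% (21.6 to 21.8%) between the replicates. Prefix models stood at 1.39% (1.37 to 1.41%) and 1.35% (1.34 to 1.37%). These Wilson intervals overlapped, which is not a test of the difference. With ISM models of at least 5 reads only, the prefix share of ISM reads fell to 3.32%.

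The ISM share rose with the length of the annotated transcripts in both libraries. The 6269 genes with at least 20 known or ISM reads were ranked by length and divided into 4 bins. In the 1568 genes of the shortest bin (56 to 1344 bases), ISM models held 18.7% of the known and ISM reads in replicate 1 and 25.3% in replicate 2, a mean of 21.97% ± 4.65 (SD, n = 2). In the second bin (1346 to 2073 bases) the shares were 29.5% and 45.2%, and in the third bin (2073 to 3083 bases) 39.5% and 55.5%. In the longest bin (3085 to 29243 bases) they were 51.0% (50.7 to 51.3%) and 65.7% (65.5 to 66.0%), a mean of 58.4% ± 10.4 (SD, n = 2). The difference between the longest and the shortest bin, 36.4 percentage points ± 5.75 (SD, n = 2), exceeded the spread between replicates. Replicate 2 lay above replicate 1 by 6.58, 15.7, 15.98 and 14.7 percentage points in the 4 bins. Spearman's rho between length and ISM share was 0.391 in replicate 1 and 0.451 in replicate 2. These coefficients are across genes, which are not independent replicates. Taking the longest known model with a read as the length of the gene moved the difference between the outer bins most, to 25.3 percentage points.

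**Figure D2:**
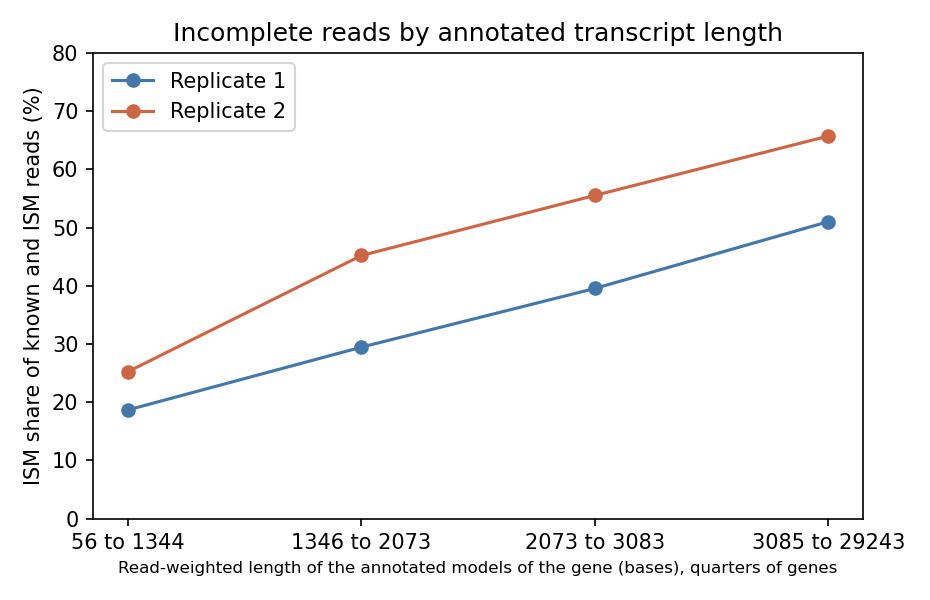
ISM share of known and ISM reads (%, vertical axis) in 4 bins of genes ordered by the length of their annotated models in bases (horizontal axis), 1 line per replicate. The share rose from 18.7% to 51.0% in replicate 1 and from 25.3% to 65.7% in replicate 2.

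Known models recurred between replicates more often than ISM, NIC or NNC models. Of 23533 known models, 13609 had a read in both libraries (57.8%, 57.2 to 58.5%). The share was 34.3% for the 99031 ISM models, 15.5% for the 36193 NIC models and 10.9% for the 50320 NNC models, and the Wilson intervals of these categories did not overlap. Models supported by a single read made up 29.7% of the known, 54.3% of the ISM, 76.9% of the NIC and 84.0% of the NNC models. When at least 5 reads were required for detection, the share of models found in both libraries was 66.8% for known, 51.6% for ISM, 48.2% for NIC and 52.5% for NNC models. At 5 reads in each library, 5840 known, 7653 ISM, 764 NIC and 804 NNC models remained. The read-weighted mean model length fell from replicate 1 to replicate 2 in each of these 4 categories: from 1563 to 1405 bases for known, from 1388 to 1257 for ISM, from 1668 to 1413 for NIC and from 1641 to 1331 for NNC models.

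The most abundant NIC models lay in IGLV2-14 and OAZ1. IGLV2-14 is an immunoglobulin lambda variable gene (chromosome 22, 22758700 to 22759218, plus strand, GRCh38), and its models ENCODEHT000276769 and ENCODEHT000282497 both had 4 exons, against 2 in the annotation. They had 1557 and 1627 reads in replicate 1 and 1476 and 1300 reads in replicate 2. In OAZ1 (chromosome 19, 2269509 to 2273490), the NIC model ENCODEHT000304615 had 5 exons and received 1217 reads, 80.8% of the reads of the gene, in replicate 1 and 1069 reads, 61.7%, in replicate 2. Among the NNC models, ENCODEHT000294619 of BTF3 (chromosome 5, 73498408 to 73505635) had 896 and 810 reads, which were 82.7% and 61.6% of the reads of the gene. ENCODEHT000328300 of RPL23A (chromosome 17, 28719393 to 28724359) had 561 and 521 reads, 14.0% and 11.5% of the gene, and ENCODEHT000593667 of RPS18 (chromosome 6, 33272010 to 33276510) had 311 and 291 reads, 3.31% and 2.89% of the gene.

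At the gene level, 14734 annotated genes had at least 1 read in replicate 1 and 15322 in replicate 2, a mean of 15028 ± 416 (SD, n = 2). Both libraries detected 13411 genes, 80.6% (79.96 to 81.2%) of the 16645 genes detected in either. With at least 5 reads the mean was 10673 genes per library and the shared part 88.6%, which was the largest change among the alternatives. Thinning replicate 2 to the depth of replicate 1 left 13303 genes shared.

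Gene quantification was compared between the replicates over these 16645 genes. Pearson's r of log2(CPM + 1) was 0.959 (95% bootstrap interval 0.958 to 0.961) and Spearman's rho 0.943 (0.941 to 0.946), across genes, which are not independent replicates. Over the 23533 known transcript models, r was 0.878 (0.874 to 0.883) and rho 0.642 (0.632 to 0.652). The choice of pseudocount moved r most. With 0.1 in place of 1 CPM it was 0.866 for genes and 0.649 for transcripts, and with 10 CPM it was 0.983 and 0.954. When gene counts were restricted to reads in known models, r was 0.923 and rho 0.830, and the number of genes with at least 10 reads was 5528 in place of 10634.

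The counts of the replicates were not copies of each other. Over the 10634 genes with at least 10 reads, the chi-square of their counts was 3.27 per gene, above counting error. This value cannot show that the libraries were prepared separately. Sequencing 1 library in 2 runs that differ in how completely strands were read could also exceed counting error. The common biological coefficient of variation estimated by edgeR was 0.146 (bootstrap interval 0.140 to 0.151), and it was 0.278 when only reads in known models were counted. In the exact binomial test, which compares these 2 libraries and not conditions, 537 of the 10634 genes passed an adjusted p of 0.05, with 289 higher and 248 lower in replicate 2. With known models only, 1042 of 5528 genes passed, of which 324 were higher and 718 lower, and the median log2 ratio of all genes was then -0.26 in place of 0.01. With genomic models left out, 724 genes passed, 302 higher and 422 lower. Of all 10634 genes, 91.5% lay within a log2 ratio of 1, and of the 3879 genes with at least 100 reads, 98.8% did.

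**Figure D3:**
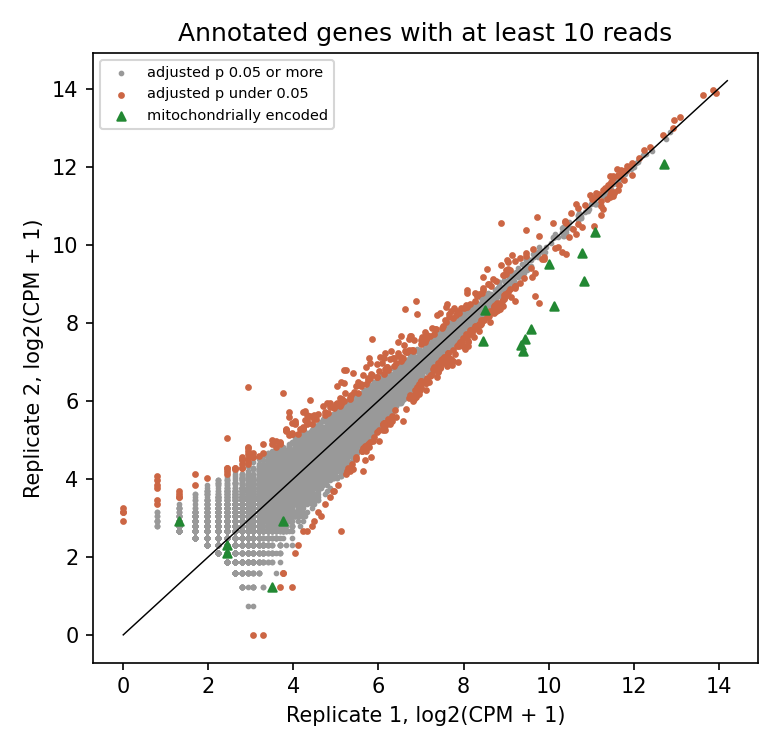
Abundance of the 10634 annotated genes with at least 10 reads in replicate 1 (horizontal axis) and replicate 2 (vertical axis), both as log2(CPM + 1), with the line of equality. Orange points are genes with an adjusted p under 0.05 in the exact binomial test, and green triangles are mitochondrially encoded genes, whose abundant members lie below the line.

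Among the genes past the threshold with at least 100 reads, the largest decreases were all in the mitochondrial genome. MT-ND2 (mitochondrial chromosome M, 4470 to 5511) had 670 CPM in replicate 1 and 154 CPM in replicate 2, a log2 ratio of -2.12 (adjusted p of 1.21e-108, exact binomial test). MT-ATP6 (M, 8527 to 9207) had 653 and 171 CPM, a log2 ratio of -1.93, and MT-ND1 (M, 3307 to 4262) had 695 and 190 CPM, a log2 ratio of -1.87. The largest increases were those of SNORD3A (chromosome 17, 19188016 to 19188714), a small nucleolar RNA gene, with 9 and 122 reads and a log2 ratio of 3.54 (adjusted p of 1.28e-21, exact binomial test), of IGLV2-23 (chromosome 22, 22697789 to 22698407), with 17 and 109 reads and a log2 ratio of 2.49, and of RPL3L (chromosome 16, 1943974 to 1957606), with 77 and 286 reads and a log2 ratio of 1.73. RPL3L and IGLV2-23 belong to families of closely similar genes, so the assignment of their reads is uncertain. In RPL3L fewer than 10 of the reads lay in known models. The 94 small nucleolar RNA genes with a read, SNORD3A included, together had 149 and 429 reads. The rise of SNORD3A was thus not confined to that gene of its class. Under every scaling alternative and every minimum count tried, the 6 genes kept the direction of their difference and stayed past the threshold.

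Mitochondrially encoded genes as a family received 1.82% of the reads of replicate 1 (1.79 to 1.84%) and 0.930% of those of replicate 2 (0.915 to 0.946%), a mean of 1.37% ± 0.627 (SD, n = 2). The mitochondrial mRNAs did not fall to the same extent. MT-CO3 had 6705 and 4269 CPM, a log2 ratio of -0.65, while MT-CYB had 1824 and 537 CPM, a log2 ratio of -1.76. MT-ND5 had 360 and 319 CPM, a log2 ratio of -0.18, which did not pass the threshold (adjusted p of 0.353, exact binomial test). These 3 genes were chosen after their values were seen. All 12 mitochondrial mRNAs with at least 10 reads were lower in replicate 2 under TMM and DESeq2 scaling too, with log2 ratios up to -0.18 and -0.19. Counting known models only, 11 of the 12 were lower and the highest ratio was 0.12. The 83 cytosolic ribosomal protein genes received 22.9% and 23.6% of the reads, a mean of 23.2% ± 0.465 (SD, n = 2), and 30.8% when only reads in known models were counted. All symbols that begin with RPL or RPS, pseudogenes included, an alternative chosen after seeing the data, took 25.8% and 26.9%.

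**Figure D4:**
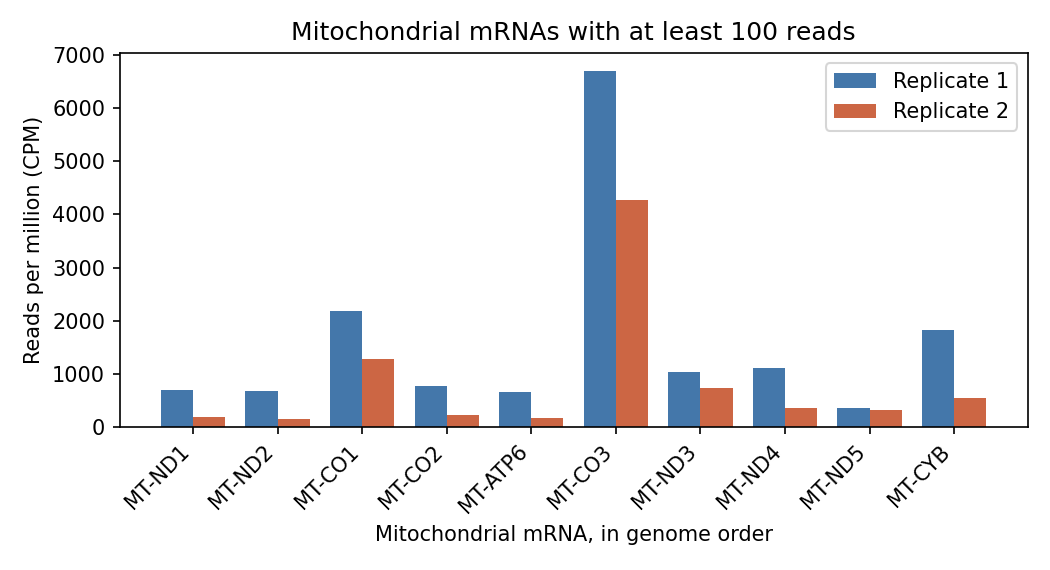
Abundance in CPM (vertical axis) of the 10 mitochondrial mRNAs with at least 100 reads, in genome order (horizontal axis), with 1 bar per replicate and no error bars. MT-ND2 fell from 670 to 154 CPM, whereas MT-ND5 had 360 and 319 CPM.

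The most abundant genes took similar parts of the libraries, with 9.39% and 10.01% of reads in the first 10 genes. TMSB4X (chromosome X, 12975108 to 12977227) had 15525 CPM ± 753 (SD, n = 2) and ACTB (chromosome 7, 5527147 to 5563784) had 15282 CPM ± 354 (SD, n = 2), a difference within the spread between replicates. EEF1A1 (chromosome 6, 73515750 to 73523797) followed with 13698 CPM ± 1333 (SD, n = 2). The other 7 genes were GAPDH, RPS2, CD74, IGLV2-14, RPLP0, RPS18 and RPS6, with means from 9273 to 5534 CPM. Of these 10 genes, IGLV2-14 and RPS18 did not differ between the libraries at an adjusted p of 0.05, and RPS2 differed most, with a log2 ratio of 0.25.

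Genes of B cells were read in both libraries. CD74 (chromosome 5, 150401637 to 150412929) had 7927 CPM ± 228 (SD, n = 2), HLA-DRA (chromosome 6, 32439842 to 32445046) 2580 CPM ± 263, CD79A 684 CPM ± 6.38, MS4A1 270 CPM ± 7.55, CD22 171 CPM ± 32.2, CD79B 82.9 CPM ± 0.240 and PAX5 43.0 CPM ± 4.69. EBF1 had 5 and 12 reads. XIST, a lincRNA on the list of identity genes but not a B cell gene, had 6 and 9 reads. As background, ALB, HBG1 and GATA1 had 0 reads in both libraries, which allows up to 2.21 CPM in replicate 1 and 1.99 CPM in replicate 2. APOA1 had 0 and 1 read, and COL1A1 had 2 and 3 reads. Of the 10 genes of the identity list, 3 (CD74, HLA-DRA and CD22) differed between the libraries at a threshold of 0.05 adjusted over the list alone. When adjusted over all genes tested, 2 (CD74 and HLA-DRA) differed, in exact binomial tests. HLA-DRA was lower in replicate 2, and CD74 and CD22 were higher.

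Within genes, the use of known models was compared in the 2406 genes with at least 20 reads in known models in each library. The most abundant known model held a median of 93.9% of these reads in replicate 1 and 90.4% in replicate 2, a mean of 92.2% ± 2.50 (SD, n = 2). A gene had 2.90 and 2.98 known models with a read on average. The same model was the most abundant in both libraries in 2312 genes, 96.1% (95.2 to 96.8%). With ISM, NIC and NNC models counted too, the corresponding values over 4940 genes were a median of 43.4% of reads and 20.8 models per gene, and 74.4% of genes had the same top model.

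Relative use of known models differed between the libraries in 310 of 1351 genes with 2 or more testable models (22.9%, adjusted p under 0.05 in exact or permutation tests of the reads). With ISM, NIC and NNC models included, 1512 of 3421 genes passed, and 301 of the 310 genes were among them. The smallest p-values belonged to genes with 2 models. In RPSA (chromosome 3, 39406689 to 39412542), the model RPSA-201 of 1171 bases held 91.4% of 3136 reads in replicate 1 and 72.7% of 2810 reads in replicate 2 (adjusted p of 5.49e-79, Fisher's exact test). In ATP5F1B (chromosome 12, 56638175 to 56646068), ATP5F1B-208, a model of 457 bases, held 5.26% of 722 reads and 26.1% of 448 reads (adjusted p of 3.17e-21, Fisher's exact test). These totals are reads in the tested known models and not all reads of the gene. With ISM, NIC and NNC models counted too, the change of ATP5F1B-208 was 6.95 percentage points in place of 20.9. That of RPSA-201 was then -25.2 in place of -18.7. In 227 of the 310 genes (73.2%), the read-weighted mean length of the known models was shorter in replicate 2 (two-sided exact binomial test against equal numbers, p of 1.27e-16). This comparison of lengths was added after the data had been examined.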

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

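With 1 group of 2 libraries, no paired analysis was possible because there is no second group. Leaving out a replicate gives the value of the other one, which by arithmetic lies within 1 SD of the mean, so those fits say nothing about stability; both values are in the report.

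The decrease in the known share and the rise in the ISM share from replicate 1 to replicate 2 kept their direction under all 5 subsets of models tried (-8.62 to -11.1 and 7.97 to 11.2 percentage points). The rise in the genomic share kept its direction under 3 of 4 subsets. It reversed among models with 2 or more exons, where the genomic share itself was only 0.131% and the difference -0.0143 percentage points; genomic models are nearly all single intervals, which this subset removes.

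The size of the mean shares depended on the denominator. Without genomic models known models took 58.5%. Among models with 2 or more exons known models took 58.3%, NIC 4.71% and NNC 5.05%. With at least 5 reads per model the NIC share was 2.20% and the NNC share 1.96%, by construction without single-read models, and suffix and prefix models held 67.2% and 3.32% of ISM reads. With known models only, mitochondrially encoded genes took 2.64% and ribosomal protein genes 30.8% of reads, and ribosomal protein genes took 26.5% without genomic models. With all symbols that begin with RPL or RPS, chosen after seeing the data, their share was 26.4%.

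Requiring 5 reads lowered the genes per library to 10673 and raised the shared part to 88.6% for genes, 66.8% for known, 51.6% for ISM, 48.2% for NIC and 52.5% for NNC models. Leaving out genomic models gave 13468 genes per library and 78.7% shared. Thinning replicate 2 to the depth of replicate 1 kept the shared parts within their intervals, so the difference in depth did not set them.

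For genes, Pearson's r was 0.866 with a pseudocount of 0.1 and 0.983 with 10. It was 0.957 with at least 10 reads, 0.965 with a read in both libraries, 0.951 without genomic models and 0.923 with known models only, and Spearman's rho under the last 4 settings was 0.948, 0.960, 0.916 and 0.830. For known transcripts, r was 0.649 with a pseudocount of 0.1, 0.954 with 10 and 0.913 with a read in both libraries, and rho was 0.768 with at least 10 reads and 0.808 with a read in both. With at least 10 reads, r for transcripts was 0.880, close to the value without that minimum.

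The number of genes that differed between the libraries ranged from 462 to 724 under all alternatives except known models only, which gave 1042 genes and a coefficient of variation of 0.278. TMM totals kept 525 and DESeq2 size factors 514 of the 537 genes. Without genomic models 406 of the 537 were called, and with known models only 297. These last settings also tested fewer genes, 8758 and 5528 in place of 10634. Counting known models only discards the ISM reads, whose share differed between the libraries.

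For isoform usage, the inclusion of ISM, NIC and NNC models gave 1512 genes (44.2% of those tested), a minimum of 20 reads 31.5% and a minimum of 5 reads 14.8%; the cause was not tested. The same inclusion lowered the median share of the top model to 43.4%, raised the models per gene to 20.8 and lowered the genes with the same top model to 74.4%, whereas a minimum of 50 reads gave 3.27 models per gene and 97.5%. Spearman's rho of ISM share with length was 0.485 with at least 50 reads, and the difference between the longest and the shortest bin was 25.3 percentage points with the longest known model as length. For the genes and models named singly and the smaller categories, 20 values moved by more than the spread between replicates and 71 stayed the same by that measure or by their test, fits without a replicate not counted; the named genes and models with a test kept their direction. The scaling of the named NIC and NNC models without genomic reads was chosen after seeing the data.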

Other observations

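Only the tests of gene mix, gene length and, on the log odds scale, last exon and intron length were specified before related values were seen; all other tests here, and the comparison of top models, were chosen after such values were seen, and the heavy chain test was judged uninformative only after its value was known. Each compares 2 libraries of 1 group, so no biological explanation was tested, and differences in the handling of the RNA or of the sequencing runs, on which the labels give nothing, stay open throughout.

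The higher ISM share of replicate 2 did not come from a different mix of genes. When replicate 2 was reweighted to the reads per gene of replicate 1 over the 13411 genes read in both, its ISM share was 32.3%, as in the unweighted library (32.3%) and against 24.1% in replicate 1. Suffix models gained 5.44 percentage points of all reads and prefix models changed by -0.0335, as a loss of 5′ ends predicts. Other values are less specific: models of neither subtype rose from 3.73% to 5.62% of all reads, and the suffix share of ISM reads was 68.3% and 68.0%, so a loss of 5′ ends need not be the whole source. Among 1717 genes with at least 20 suffix reads in each library, 79.7% had a shorter mean suffix model in replicate 2 (1369 genes, two-sided exact binomial test, p of 6.82e-143). A candidate explanation is that the RNA of replicate 2 was more fragmented, or that more of its strands were read incompletely; these cannot be separated with counts per model.

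This shift reached the choice of the main isoform. Over 4940 genes with at least 20 reads in each library outside genomic models, the top model was a known one in 72.0% of genes in replicate 1 and 57.9% in replicate 2. In 747 genes it was a known model in replicate 1 and an ISM in replicate 2, and in 40 genes the opposite (two-sided exact binomial test, p of 8.01e-170). An NIC model was the same top model in both libraries in 68 genes and an NNC model in 41 genes, with OAZ1 and BTF3 among them; whether these are gaps in the annotation or alignment errors at junctions was not tested.

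The source of the rise in genomic reads stays open. It occurred in 84.2% of 3421 spliced genes with at least 50 reads. A minimum of 5 genomic reads was also set, so genes with fewer genomic reads are not covered. If reads were shortened to within long last exons, the change should rise with last exon length, and if unspliced RNA or DNA were the source, with intron length. On the log odds scale, which was chosen first, Spearman's rho across genes was -0.0409 for last exon length (permutation p of 0.0163) and -0.0647 for intron length (permutation p of 0.00012). On the scale of percentage points, added after these values were seen, rho was 0.132 (permutation p of 1e-05, the smallest that 100000 permutations can give) and 0.0355 (permutation p of 0.0382). The sign thus depends on the scale, and neither explanation is decided. In 4 bins of last exon length, from short to long, the genomic share was 5.22%, 16.3%, 23.1% and 29.1% in replicate 1 and rose by 2.95, 9.78, 8.59 and 6.93 percentage points in replicate 2.

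Gene-level ratios did not follow transcript length: across 5699 nuclear genes with at least 50 reads, Spearman's rho between length and log2 ratio was -0.0102 (permutation p of 0.437). Truncation may therefore have changed which model a read was given to more than which gene. The decrease of the mitochondrial mRNAs differed between them, with log2 ratios from -2.12 for MT-ND2 to -0.18 for MT-ND5 among the 10 with at least 100 reads. The SD of these ratios was 0.71, above that of 99.94% of 10000 random lists of nuclear genes matched on expression, whose median SD was 0.23. This argues against less mitochondrial RNA as the only cause.

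Processed pseudogenes gained reads as a class in replicate 2. The median log2 ratio of the 252 with at least 10 reads was 0.44, above the highest of 10000 random gene lists matched on expression (0.14); 47 were called higher and 1 lower. The pattern was first noticed in single members of the class. The median was above 0 under all 6 alternatives tried but its size depended on them: 0.43 under both TMM and DESeq2 scaling, 0.33 with at least 50 reads, 0.53 without genomic models, 0.59 with all genes with a read and 0.73 with known models only; the matched lists were drawn for the value of 0.44 alone. The gain was not that of the parent genes: in 165 pairs matched by symbol, the pseudogene exceeded its parent by a median of 0.442, and the median parent ratio was 0.05 (126 of 165 pairs, two-sided exact binomial test, p of 6.88e-12; the pairs share 102 parents and are not independent). A hypothesis is that shorter reads of the parent mRNAs were more often placed on their intronless copies; alignments were not analysed here, so it remains untested. Processed pseudogenes held 4.005% of the reads of replicate 1 and 4.63% of those of replicate 2, so counts of such copies in direct RNA data deserve caution.

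Immunoglobulin genes held 1.27% of all reads of replicate 1 and 1.52% of those of replicate 2, but 17.3% and 20.1% of the NIC reads. IGLV2-14 alone had 8177 and 7419 NIC reads in 529 models, while its single annotated model, of 2 exons, had 0 reads. On average 98.6% of these NIC reads were in models with more exons than annotated. An NIC model here must use splice sites from outside the single annotated model. Extra exons were thus likely beforehand, and this share is weak evidence. No other source of extra exons was tested. Such NIC reads could come from a rearranged lambda locus, in which V, J and C segments are joined. The germline annotation lists these segments as separate genes. The share of constant region genes differed between the libraries. Reads in lambda constant region genes rose from 6.59% to 17.2% of the lambda chain reads (Fisher's exact test, p of 2.52e-145), and those in kappa constant region genes from 45.3% to 58.0% of the 234 and 226 kappa chain reads (Fisher's exact test, p of 0.00693). For the heavy chain, the share in constant region genes was 99.3% and 99.1%, too close to its upper limit to decide. Gene totals argue against a transfer of reads from variable to constant region genes at an unchanged lambda chain level. Reads in lambda variable region genes did not fall (7455 and 7590 CPM, log2 ratio of 0.0259, two-sided exact binomial test, p of 0.189). Those in lambda constant region genes rose from 526 to 1572 CPM. The NIC reads of IGLV2-14 did fall, from 8177 to 7419. The variable region total therefore need not count only reads that reach the variable segment. Reads that end before the variable segment remain a candidate explanation for the kappa chain, and for the lambda chain only together with a higher level of its RNA, which was not tested.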
